A study of Mus musculus with 2 samples. Its data were reported in "Pharmacological conversion of gut epithelial cells into insulin-producing cells lowers glycemia in diabetic animals" (2022).

How the data were processed

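Single-cell RNA-Seq was made from Tomato-positive epithelial cells that had been sorted by flow cytometry from mouse small intestine. In these mice a Cre recombinase driven by Neurog3, a gene of endocrine progenitors, switches on the red reporter tdTomato, so that cells descended from Neurog3-expressing cells stay red. The WT library came from mice with the Cre and the reporter. The library labelled NFKO came from mice that also carried 2 floxed FoxO1 alleles, so that the Cre should delete FoxO1 in the same cells. Per the labels, each of the 2 libraries pooled whole small intestines from 4 to 5 mice aged 4 to 6 weeks, from which the attached pancreas had been removed under a microscope. Each group has 1 library.

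The authors prepared the libraries with the 10x Genomics 3′ gene expression kit, and the deposited values are raw counts of unique molecular identifiers (UMIs) for 32285 genes in each barcode. A UMI marks 1 captured transcript molecule, so PCR copies are counted once. Per the file headers, the count matrices were written by Cell Ranger 5.0.1. The authors' genome build, annotation and filters on barcodes are not stated in the labels. The study's methods name Seurat for clustering and CytoTRACE for differentiation state; no annotation of cells was used here, and CytoTRACE was not run. Gene positions were taken from GENCODE M21 on the mouse build GRCm38, by matching the Ensembl gene identifiers in the deposited gene lists.

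The deposited matrices held 5051 barcodes for WT and 7540 for the library labelled NFKO, with 90002878 and 124300388 UMIs in all. Barcodes with at least 500 genes, at least 1000 UMIs and at most 25% mitochondrial UMIs were kept, which removed 38.1% of the WT barcodes and 25.3% of the others. The mitochondrial limit alone was exceeded by 35.6% of barcodes in WT and by 17.3% in the library labelled NFKO. Doublets, droplets holding more than 1 cell, were scored with Scrublet in scanpy 1.11.5. The automatic threshold of Scrublet did not work: it marked 3 cells in WT and 0 in the other library. The planned rule was used in its place, which removes the highest scores at 0.8% per 1000 barcodes of a library, and took out 126 and 340 cells. The kept cells numbered 3003 and 5292, with 78424392 and 111522270 UMIs, and the median cell held 16883 and 17035 UMIs.

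Both libraries were clustered together in Seurat 5.3.0 under R 4.3.3, without integration, on 2000 variable genes, 30 principal components, 20 neighbours and resolution 0.8. Foxo1, Ins1, Ins2, Iapp and sex-linked genes, 10 in all, took no part in the clustering. A cluster took the name of a class when at least 3 of that class's markers were at least 2-fold higher than in the remaining cells and seen in at least 10% of its cells. The markers of 10 classes were fixed before the data were examined, and the thresholds of this rule afterwards. The Paneth marker Gm15284 was not among the gene names and was left out. Where several classes qualified, the one with the largest share of its markers gave the name, and cycling gave it only where no other class qualified. A cluster stayed unnamed where no class qualified (cluster 9), or where its median UMI count lay under that of its library divided by 3 and none of the name's markers was among its 10 leading genes (cluster 15). This left 21 named clusters of 23. Cluster boundaries depended on the numerical settings of the computer as well as on the random seed, so thread number and processor settings were held fixed and other seeds were tried.

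Counts were summed over the cells of a class in each library and given as CPM, the UMIs of a gene per 1000000 UMIs of that class. With 1 library per group there is no replicate check and no test, and no p-value was computed. Sums carry exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals, and ratios exact conditional binomial intervals, all at 95%. These intervals cover counting error only; differences between mice, sorts and libraries are not in them. Where a count was 0, the limit that it allows was set at 3 counts of the total. A ratio is always the library labelled NFKO over WT. To compare the share of cells with a transcript, each cell was thinned to 2000 UMIs, which left out 32 WT cells and 335 of the others. The statistics were tested on simulated counts for all kept cells: of 13486 genes with 200 changed, 95.1% of intervals held the true ratio, and all 5 genes named each way were changed ones.

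Genes were named by a rule fixed before the data were examined. In enteroendocrine-like, goblet-like and Paneth-like cells, genes with at least 50 CPM in 1 library and at least 100 UMIs over both were ranked by their ratio, and the 5 highest and 5 lowest were named. Xist and the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were left out of that ranking. Genes of pancreatic beta, FoxO target and Notch panels and a panel of hormone genes, also fixed beforehand, were reported besides. The median log2 ratio of a panel's members with at least 20 UMIs was placed as a percentile among the medians of 10000 random lists of the same size matched on expression. A heat shock list and lists of genes of the proximal and distal intestine were written after the data were examined.

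A cell was typed as male when it had at least 2 UMIs of the Y-linked genes and no Xist, and as female when it had at least 2 UMIs of Xist and none of the Y-linked genes; Xist is the transcript of the inactive X chromosome. This typing was added after the data were examined. Alternatives tried were every deposited barcode, a stricter filter (1000 genes, 2000 UMIs and 10% mitochondrial UMIs), doublets kept, resolutions 0.4 and 1.6, reciprocal PCA integration, classes from each cell's own marker score, median-of-ratios size factors, other count minimums, each cell given the same weight, and, chosen after the data were examined, male-typed cells alone and clustering seeds 2 and 3. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.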

Results

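Tomato-positive cells of the small intestinal epithelium were profiled by single-cell RNA-Seq in 2 libraries, 1 from WT and 1 labelled NFKO. After filtering, 3003 WT cells and 5292 cells of the library labelled NFKO were kept, with 78424392 and 111522270 UMIs. Levels are in CPM, UMIs of a gene per 1000000 UMIs, and the floor set by 3 UMIs was 0.0383 CPM in WT and 0.0269 in the other library. No value has a replicate, and intervals are 95% intervals for counting error only.

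The targeted gene was examined first, as a check of the labels. Foxo1 (ENSMUSG00000044167) is a protein-coding gene on chromosome 3, from 52268336 to 52353221 on the plus strand of GRCm38. Over all kept cells Foxo1 had 905 UMIs in WT, or 11.5 CPM (10.8 to 12.3), and 1382 UMIs in the library labelled NFKO, or 12.4 CPM (11.7 to 13.1). The ratio was 1.07 (0.987 to 1.17), so that no loss of the transcript was detectable over all cells. With median-of-ratios size factors, which allow for a few abundant genes, it was 0.938 (0.862 to 1.02). The alternative that moved this ratio most was the restriction to enteroendocrine-like cells, in which Foxo1 fell from 26.9 to 22.2 CPM with a ratio of 0.825 (0.719 to 0.948). Foxo3 on chromosome 10 and Foxo4 on the X chromosome, which were not targeted, had ratios of 0.789 (0.690 to 0.903) and 0.810 (0.677 to 0.971) in the same cells, so the lower Foxo1 level there was shared with both. In goblet-like cells the Foxo1 ratio was 0.907 (0.735 to 1.12), in Paneth-like cells 1.13 (0.778 to 1.63) and in enterocyte-like cells 1.00 (0.754 to 1.33). In cluster 5, described below, it was 1.38 (1.11 to 1.70), while Foxo3 and Foxo4 had ratios of 0.678 and 0.521. Tuft-like cells had 18 Foxo1 UMIs in WT and 19 in the other library, a ratio of 0.303 (0.151 to 0.612), beside 0.536 (0.277 to 1.08) for Foxo3 and 0.351 (0.132 to 0.958) for Foxo4. Cycling cells had a Foxo1 ratio of 0.515 (0.355 to 0.755), beside 0.726 (0.463 to 1.17) and 0.699 (0.424 to 1.19) for Foxo3 and Foxo4. In both classes the intervals of the 3 genes overlap, so a fall particular to Foxo1 was not detectable. Over all cells the ratios of Foxo3, Foxo4 and Foxo6 were 1.07, 0.876 and 1.62. The kit counts the 3′ end of a transcript, and a transcript with an internal deletion can still be counted. Because these counts do not bear out the genotype, the second library is called the library labelled NFKO, and every direction below rests on that label.

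**Figure D1:**
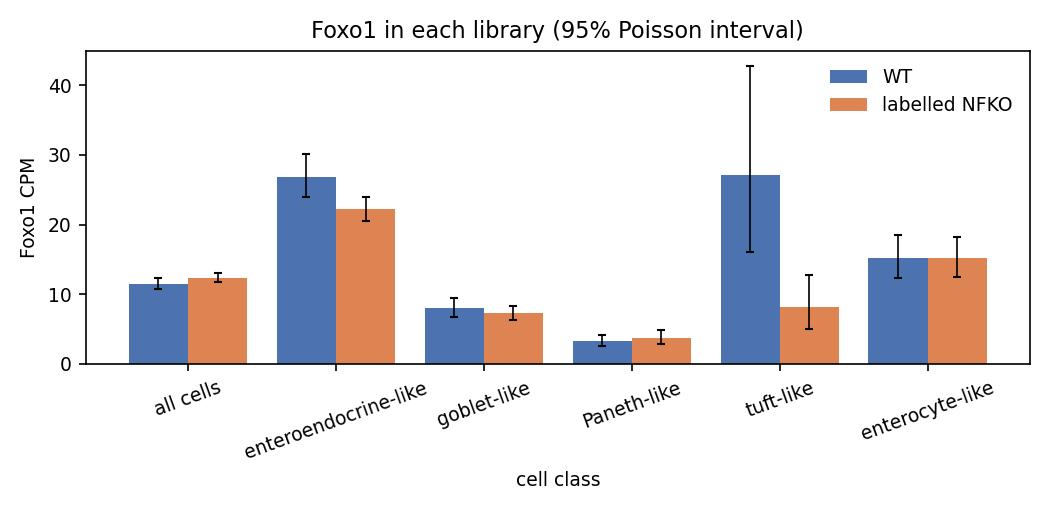
Foxo1 level in CPM (vertical axis) over all kept cells and in 5 cell classes (horizontal axis), for WT and the library labelled NFKO; bars are sums over cells and error bars are 95% Poisson intervals for counting error. The pair of bars for all cells, at 11.5 and 12.4, has overlapping intervals, while the enteroendocrine-like pair, at 26.9 and 22.2, and the tuft-like pair, at 27.1 and 8.21, do not overlap.

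The libraries differed in the sex of the pooled mice. Xist had 0.383 CPM in WT and 565 in the library labelled NFKO, while Ddx3y, on the Y chromosome, had 34.4 and 4.07. In WT, 1802 cells were typed as male and 0 as female. In the library labelled NFKO, 274 cells were male-typed, 4119 female-typed, 22 typed as both and 877 untyped. Sex and label are therefore mixed in each comparison over all cells. Values for male-typed cells of both libraries are given for some of the results, and they rest on few cells of the second library.

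The study gives an expansion of the enteroendocrine and the goblet and Paneth lineages among Neurog3-derived cells, and the shares of cell classes were compared here. Enteroendocrine-like cells made up 34.6% (32.9 to 36.3) of WT cells and 38.1% (36.8 to 39.4) of cells labelled NFKO, a ratio of 1.10 (1.02 to 1.19). Goblet-like cells made up 27.8% (26.2 to 29.5) and 29.4% (28.1 to 30.6), a difference within counting error. Paneth-like cells made up 8.76% (7.77 to 9.83) of WT cells and 4.61% (4.06 to 5.21) of cells labelled NFKO, a ratio of 0.526 (0.440 to 0.629). Goblet-like and Paneth-like cells together had a ratio of 0.928 (0.861 to 1.00). The alternative that moved these ratios most, apart from the Paneth-like one, was the use of every deposited barcode, under which the enteroendocrine-like ratio was 1.29, the goblet-like ratio 1.36 and the ratio of goblet-like and Paneth-like cells together 1.18, so that the last of these changed direction. It also changed direction, to 1.13, when each cell took its class from its own marker score. The Paneth-like ratio stayed under 1 in each alternative tried. It was moved most by male-typed cells, among which it was 0.292, from 180 cells in WT and 8 in the other library. Typing itself raised the WT share to 9.99%, while male-typed and female-typed cells labelled NFKO both had shares under 4.61%.

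**Figure D2:**
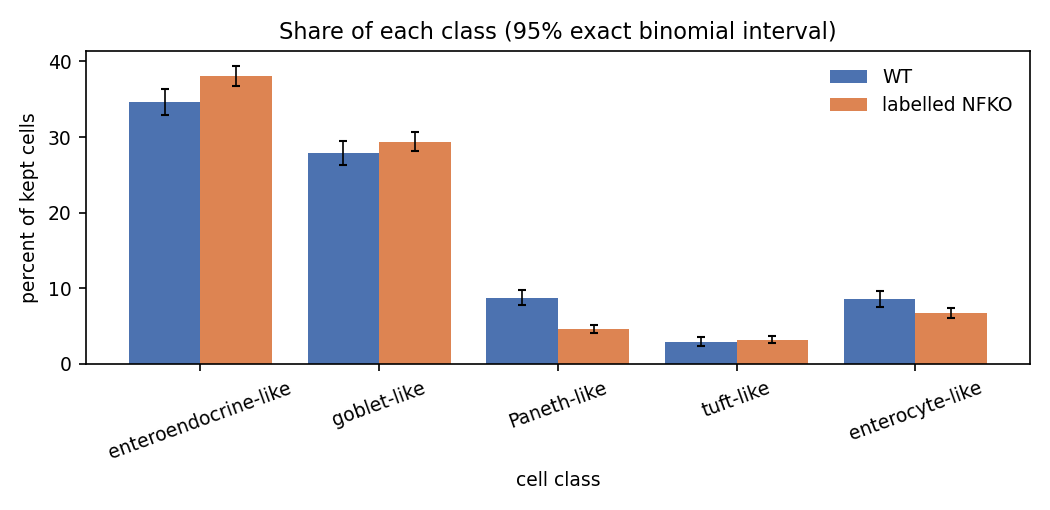
Percent of kept cells (vertical axis) in 5 cell classes (horizontal axis) for WT and the library labelled NFKO; error bars are 95% exact binomial intervals for counting error. Paneth-like cells fell from 8.76% to 4.61%, and enteroendocrine-like cells were at 34.6% and 38.1%.

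Enterocyte-like cells made up 8.56% and 6.73% of cells (ratio 0.786, 0.668 to 0.926), tuft-like cells 2.93% and 3.19% (ratio 1.09, 0.837 to 1.43), and cycling cells 3.36% and 5.63% (ratio 1.67, 1.33 to 2.12). Cluster 5 passed the rule for stem-like cells with 8 stem markers, and Olfm4 was its first leading gene. Among its 10 leading genes 2 were cycling markers and 1 was a stem marker, so it is compared by its number. It held 306 WT cells (10.2%) and 211 cells labelled NFKO (3.99%), a ratio of 0.391 (0.327 to 0.468). Its share was 14.3% (12.7 to 16.02) of male-typed WT cells. In the library labelled NFKO it was 10.2% (6.90 to 14.4) of male-typed cells and 3.81% (3.25 to 4.44) of female-typed ones. Typing favours deep cells, and cluster 5 is deep, with a median of 48753 UMIs. Male-typed WT cells had a median of 23298 UMIs and untyped ones 10496. Male typing alone thus raised the WT share from 10.2%, and how much of the difference lay between the sexes cannot be told. Unnamed clusters held 3.76% of WT cells and 8.37% of cells labelled NFKO. They were cluster 9, with 76 and 231 cells, and cluster 15, with 37 and 212 cells, a median of 1881 UMIs, and the immune genes Ccl5 and Gzma in the lead. Only 15 and 3 cells of cluster 15 had a UMI of Ptprc, a gene of immune cells. Within the goblet-like class, cluster 2, led by Hspa1a, Edn2, Lrg1 and Areg, which include stress genes, held 579 WT cells and 21 cells labelled NFKO, and cluster 0 held 96 and 805. Such clusters may be the libraries themselves, and no share within a class was compared.

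Insulin transcripts were counted because the study looked for insulin-producing cells in this lineage. Ins1 (chromosome 19, 52264297 to 52265476) had 0 UMIs in both libraries. Ins2 (chromosome 7, 142678656 to 142743381, minus strand) had 0 UMIs in WT, where 0 of 3003 cells allow a share of up to 0.0999%. In the library labelled NFKO it had 26 UMIs in 25 of 5292 cells, or 0.472% (0.306 to 0.697). Against the WT floor this share was 4.73-fold higher, with no allowance for counting error in the 25 positive cells. The value was 3.76 with the stricter filter and moved most, to 6.48, with every deposited barcode. There the share itself fell to 0.385%, and the rise came from the lower floor that 5051 WT barcodes gave. Of the positive cells, 1 had more than 1 UMI. After thinning to 2000 UMIs, 1 of 4957 cells had an Ins2 UMI, which is below the floor of 0.0605%. Such thinning removes most single UMIs of deep cells, so it could not test a difference between the libraries. Per UMI, Ins2 had 0.233 CPM (0.152 to 0.342) in the library labelled NFKO. In WT it had 0 CPM, with an upper interval limit of 0.0470.

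The share of insulin-positive cells in the library labelled NFKO was 0.248% (0.0805 to 0.578) of enteroendocrine-like cells, 5 of 2017, at a median depth of 15042 UMIs. In goblet-like cells, at a median of 21669 UMIs, it was 0.129% (0.0156 to 0.464), and in tuft-like cells, at 14649 UMIs, 0 of 169 cells were positive, which allows up to 1.78%. In enterocyte-like cells, at a median of 8932 UMIs, it was 0.562% (0.0681 to 2.01), 2 of 356, and in cycling cells, at 31833 UMIs, 0.336%, 1 of 298. The enteroendocrine-like share was therefore not separable from that of goblet-like, enterocyte-like or cycling cells. Paneth-like cells had 5 positive cells of 244, or 2.05% (0.669 to 4.72), at a median of 41107 UMIs. Cluster 5 held 10 of the 25 positive cells, 4.74% (2.30 to 8.54) of its 211 cells, at a median of 52991 UMIs, while 0 of its 306 WT cells allow up to 0.980%. Ins2 had 0.925 CPM in cluster 5 and 0.159 in the remaining cells, a ratio of 5.82 (2.36 to 13.6). In the other classes with a positive cell, Ins2 levels lay between 0.0979 and 0.334 CPM with overlapping intervals, so outside cluster 5 an even low background was not separable from expression.

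Cells with an Ins2 UMI, called insulin-positive here although single UMIs do not show that a cell makes insulin, were set against the remaining cells of the library labelled NFKO for 12 genes taken from the study. The positive cells were deeper, with a median of 42433 UMIs against 17952. At 2000 UMIs per cell, 7 of the 12 genes were detected in a larger share of the positive cells. Olfm4 was detected in 20% (6.83 to 40.7) of 25 positive cells and in 4.01% (3.48 to 4.60) of 4932 negative cells, and this was the one of the 12 whose intervals did not overlap in that direction. Within cluster 5 the shares were 50% of 10 positive and 50.5% of 200 negative cells. Spink4 was detected in 88% of positive and 77.4% of negative cells, Defa24 in 84% and 78.9%, Muc2 in 72% and 67.3%, Lyz1 in 36% and 35.2%, Hopx in 36% and 29.7%, and Cd24a in 60% and 53.9%. For Cd24a the intervals overlapped, and within cluster 5 the shares were 30% of positive and 34.5% of negative cells. The study found little or no CD24 protein on the surface of insulin-immunoreactive cells. By PCR it found Ins1 and Ins2 more enriched in CD24-negative than in CD24-positive Tomato-positive cells. The Cd24a shares here neither bear that out nor oppose it. Chga (24% and 31.6%), Cck (32% and 37.7%), Tph1 (4.0% and 12.4%), Pyy (4.0% and 14.9%) and Gcg (0% of 25 cells and 14.0%) were detected in fewer positive cells. For Gcg the upper interval limit in positive cells, 13.7%, lay above the lower limit in negative cells, 13.1%. Without thinning, 10 of the 12 genes were detected in more of the positive cells, with Olfm4 at 56% and 13.3%. The differentiation score used in the study builds on the number of genes per cell, but the score itself was not computed here. At 2000 UMIs this number had a median of 962 in positive cells and 978 in negative cells, with quartiles of 793 to 1040 and 858 to 1086. Its median was 472 in Paneth-like and 1116 in enteroendocrine-like cells labelled NFKO. The mix of classes thus bears on the comparison, which does not test the score of the study. Within cluster 5 the medians of positive and negative cells were 1007 and 1018.

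Hormone transcripts were compared in enteroendocrine-like cells, 1039 in WT and 2017 in the library labelled NFKO, with 11491627 and 29392182 UMIs. Of 12 genes, 7 were at least 1.5-fold higher in the library labelled NFKO and 2 at least 1.5-fold lower; with each cell given the same weight the numbers were 8 and 1. Gip (chromosome 11, 96024545 to 96030831) rose from 17642 to 45519 CPM, a ratio of 2.58 (2.57 to 2.59). Nts had a ratio of 3.03, Sst 2.48, Sct 2.12, Ghrl 1.55, Tph1 1.39, Cck 1.29 and Pyy 1.13. Iapp (chromosome 6, 142298423 to 142303961) had 107 and 627 CPM, a ratio of 5.85 (5.52 to 6.21). Neurog3 rose from 152 to 244 CPM and is also one of the markers that define the class. Gcg (chromosome 2, 62474530 to 62483650) fell from 14596 to 6314 CPM, a ratio of 0.433 (0.430 to 0.435), and Tac1 had a ratio of 0.563. These levels are averages over cells that make different hormones, several of which lead single clusters, and they can rest on few cells: the 6 WT cells with most Sst and the 4 with most Iapp held at least 50% of the UMIs of these genes, against 29 and 22 cells labelled NFKO. In male-typed cells, 564 in WT and 105 in the other library, the Sst ratio was 1.06 (1.03 to 1.08), the Cck ratio turned to 0.877, the Nts ratio was 5.55 and the Gcg ratio 0.178. In these 105 cells labelled NFKO, 1 cell held at least 50% of the Sst UMIs and 1 at least 50% of the Gcg UMIs, so that the ratios depend on which cells were caught.

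**Figure D3:**
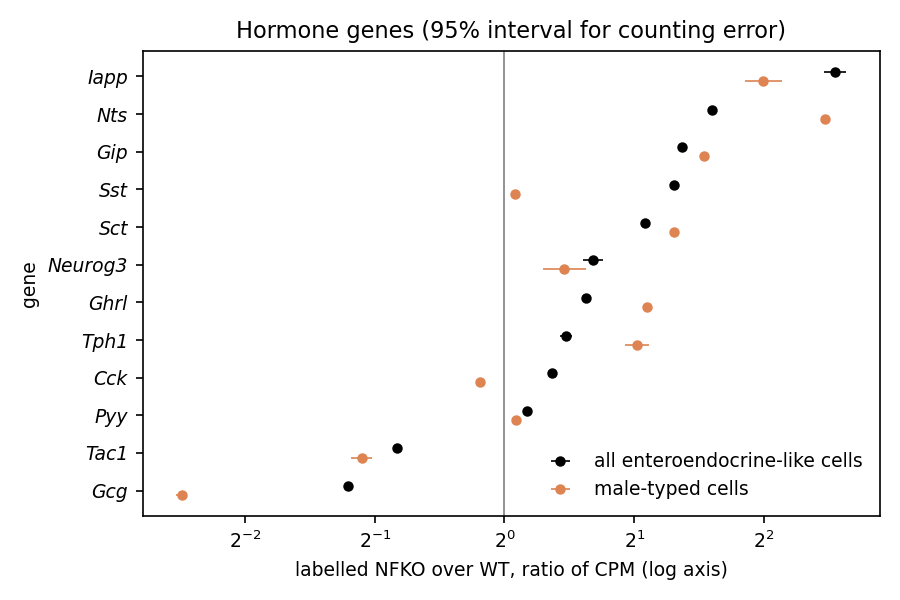
Ratio of CPM, library labelled NFKO over WT (horizontal log axis), for 12 genes (vertical axis) in all enteroendocrine-like cells and in male-typed ones; bars are 95% intervals for counting error. Sst lies at 2.48 in all cells and at 1.06 in male-typed cells, and Gcg lies below 1 in both, at 0.433 and 0.178.

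Of the pancreatic beta panel, 4 of 10 genes passed the count minimum in enteroendocrine-like cells (Iapp, Ucn3, Pcsk2 and Abcc8). Their median log2 ratio was 0.73, at the 99.9th percentile of matched random lists. The members went apart: Pcsk2 had a ratio of 2.67 (1.73 to 4.29), Abcc8 1.02 and Ucn3 0.832 (0.698 to 0.995). In goblet-like and Paneth-like cells 2 genes of the panel, Iapp and Abcc8, were counted, with median log2 ratios of 1.19 and 2.31 at percentiles of 95.4 and 99.8. Both are transcripts of enteroendocrine-like cells seen there at low level, and RNA from other cells was not excluded as their source. The FoxO target panel, 16 genes, had a median log2 ratio of -0.22 in enteroendocrine-like cells, with 3 genes higher, 0.02 in goblet-like cells and -0.05 in Paneth-like cells, at percentiles of 0.640, 70.1 and 4.30. In Paneth-like cells the median log2 ratio of all genes eligible for the panels was 0.15, and the panel lay at -0.20 relative to it. The Notch panel had medians of -0.24 on 7 genes, -0.41 on 6 genes and -0.31 on 7 genes in the 3 classes, at percentiles of 11.8, 0.550 and 1.06; relative to all genes the value in Paneth-like cells was -0.45. The alternative that moved a percentile most was the loss of the count minimum for the Notch panel in enteroendocrine-like cells, to 21.7.

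In enteroendocrine-like cells 3588 genes were ranked. The 5 highest ratios were those of Gm10260, 4 UMIs in WT and 1764 in the other library (172-fold, 67.2 to 634), Lpl (9.72), Asic5 (6.12), Zg16 (5.86) and Iapp. The 5 lowest were those of Hspa1a (0.0993), Hspa1b (0.118), Areg (0.174), Thbs1 (0.182) and Gm26917 (0.215). Zg16 is a goblet marker, and in tuft-like cells it rose from 113 to 2666 CPM, above its level of 737 in enteroendocrine-like cells labelled NFKO.

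In goblet-like cells 2381 genes were ranked. Gm10260 had a ratio of 129, Mptx1 54.6 (56.4 and 3084 CPM), Ido1 20.7, Gsta1 19.4 and Apoc2 12.5. The lowest ratios were those of Hspa1a (0.0517), Hspa1b (0.0691), Hsph1 (0.125), Edn2 (0.164) and Lrg1 (0.201). Mptx1, Ido1, Hspa1a, Hspa1b, Edn2 and Lrg1 are among the leading genes of goblet-like clusters that drew most of their cells from 1 library. Gm10260 lies on chromosome 13, from 97760072 to 97760632. Hspa1a and Hspa1b, and Mptx1 and Mptx2, are related pairs, and the division of reads within such pairs is uncertain.

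In Paneth-like cells 922 genes were ranked, and their median log2 ratio was 0.19. Mptx1 had a ratio of 60.2, Sst 42.9, Zg16 25.6, Gip 20.2 and Nts 11.8. Of the 3706 Sst UMIs in the 244 Paneth-like cells labelled NFKO, 80.4% lay in 3 cells, and of the 8287 Gip UMIs 64.5% did, so the size of these ratios rests on a few droplets. Without the UMIs of those cells the levels were 48.4 CPM for Sst and 197 for Gip, against 5.77 and 27.4 in WT, ratios of 8.39 (6.91 to 10.3) and 7.19 (6.57 to 7.88). For Zg16 this share was 28.1%, for Mptx1 25.7% and for Nts 4.74%. The lowest ratios were those of Hspa1a (0.0410), Hspa1b (0.0485), Dnajb1 (0.305), Hsp90aa1 (0.336) and Acadl (0.346). Hspa1a (chromosome 17, 34969190 to 34972156) and Hspa1b were also at least 2-fold lower in each of the other 5 classes or clusters examined for each class. In male-typed cells none of the 30 entries changed direction, but sizes did. In Paneth-like cells, from 8 male-typed cells labelled NFKO, the ratios were 1.92 for Mptx1, 6.56 for Sst, 13.8 for Zg16, 7.83 for Gip and 0.670 for Hsp90aa1. Lrg1 had 0.402 in goblet-like cells, and in enteroendocrine-like cells Lpl had 4.93 and Gm10260 went from 0.406 CPM (3 UMIs) to 173. With lower count minimums, 16 of the 30 entries kept their place.

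Cd24a, the gene of the surface protein by which the study divided these cells, had 494 CPM in WT and 663 in the library labelled NFKO, a ratio of 1.34 (1.32 to 1.36). It was highest in tuft-like cells, at 4928 and 4339 CPM.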

Values the study reported

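The study reported, from flow cytometry, that Neurog3-derived cells rose from 1.54% in WT to 2.65% in NFKO mice, a change of approximately 1.7-fold.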

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

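Both tests in this part were chosen after the result had been seen. Xist and Y-linked genes took no part in the planned comparisons. Xist (chromosome X, 103460366 to 103483254, minus strand) had 565 CPM in the library labelled NFKO, against 0.383 in WT, where it had 30 UMIs. Pools of different sex makeup would give cells with one kind of transcript or the other, and 0.498% of the sex-typed cells labelled NFKO had both, 22 cells. Free RNA does not account for the Xist counts. Of 321 cells labelled NFKO with at least 2 Y-linked UMIs, 14.6% (10.96 to 18.99) had a Xist UMI. An even spread of Xist over UMIs would give 99.6%. These values are consistent with a WT pool of male mice and a second pool of mostly female mice. The sex of the animals is not in the labels, so each difference between the libraries stays open to a part played by sex, and male-typed cells offer the one view within a sex that these data allow. No test here separates genotype from the other ways in which 2 pools of mice can differ.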

How the results depend on the processing

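Male-typed cells and clustering seeds 2 and 3 were chosen as alternatives after the data had been examined; all others were planned. In all, 160 values were computed under alternatives, 76 for the main comparisons and 84 for single genes. Of the 76, 10 say nothing about stability: median-of-ratios size factors shift all genes of a class alike, so they leave the order of genes, and the place of a panel among random lists, nearly as they were. Of the other 66, 50 stayed within the limits set for them (counting error, a factor of 1.5 for counts, the same tail or outside both tails for percentiles) and 16 moved. Of the 84, 29 stayed, 53 moved and 2 changed direction from a main value beyond counting error; hormone ratios have narrow counting intervals, which small changes pass. The cause was not tested for any of the changes below unless one is stated.

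With every deposited barcode the enteroendocrine-like share ratio was 1.29, the goblet-like ratio 1.36, the Paneth-like ratio 0.722, and the ratio of goblet-like and Paneth-like cells together 1.18. This alternative adds barcodes over the mitochondrial limit, which were 35.6% of WT barcodes and 17.3% of the others. Its largest cluster was unnamed, with 1108 WT barcodes and 698 of the others, a median of 1114 UMIs, and haemoglobin and mitochondrial genes in the lead. The remaining unnamed clusters went both ways. Barcodes of unnamed clusters enter the denominator alone, so part of these higher share ratios is an effect of the denominator. Under the stricter cell filter the ratio of goblet-like and Paneth-like cells together was 0.854, and the goblet-like ratio was 0.993, just under 1, a value that the interval in the main setting includes. With classes from each cell's own marker score the goblet-like ratio was 1.26, the Paneth-like ratio 0.777 and that of both together 1.13. The direction for both together thus depended on the filter and on how classes were assigned, and its interval in the main setting reached 1. Among male-typed cells the enteroendocrine-like ratio was 1.22, the goblet-like ratio 0.938, the Paneth-like ratio 0.292, the ratio of both together 0.772 and the Foxo1 ratio 1.24. These rest on 274 male-typed cells of the library labelled NFKO.

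The 2 other clustering seeds moved no share ratio past its interval: the enteroendocrine-like ratio was 1.09 with both, the goblet-like ratio 1.05 with both, the Paneth-like ratio 0.520 and 0.544, and the ratio of goblet-like and Paneth-like cells together 0.927 and 0.932. Resolutions 0.4 and 1.6, reciprocal PCA integration and keeping doublets did not move one either. The enteroendocrine-like ratio lay above 1, and the Paneth-like ratio below 1, in each alternative with a value.

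The Foxo1 ratio was 0.938 with median-of-ratios size factors and 0.825 in enteroendocrine-like cells alone. It was not below 1 by more than counting error in any alternative over all classes. Among the hormone genes, the Cck ratio changed direction in male-typed cells, to 0.877. Olfm4 changed direction between insulin-positive and insulin-negative cells when both were limited to enteroendocrine-like cells, where the difference was -1.15 percentage points on at most 5 positive cells. With differences that were within counting error to begin with, 6 of the 84 values changed sign. The further ones were Lyz1 in enteroendocrine-like cells (0.80 to -26.2 percentage points) and, without thinning, Chga (-7.59 to 7.27), Tph1 (-8.39 to 2.60) and Pyy (-10.9 to 8.67). With minimums of 20 CPM and 50 UMIs, 16 of the 30 named entries were named again; lower minimums let genes of low count into the ranking. Without the count minimum, percentiles of the 3 panels were counted as staying in the same tail or outside both tails. The largest shift was from 11.8 to 21.7 for the Notch panel in enteroendocrine-like cells. The pancreatic beta panel in goblet-like cells went from 95.4 to 90.6, which is a stay only if no tail begins between these values.

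Some alternatives chosen beforehand gave no value. Requiring 2 insulin UMIs left 1 cell, so neither the share nor the comparison with insulin-negative cells was computed. Thinned to 2000 UMIs, the insulin-positive share lay at or below the floor in both libraries. Shares among epithelial cells alone had no value of their own. In the main clustering no cluster was named immune-like, stromal-like or acinar-like, so no cell would have been left out there. An immune-like cluster was named under the stricter filter (132 cells), reciprocal PCA integration (125), every deposited barcode (35) and the higher resolution (17). Shares without those cells were not computed. Depth limits the insulin result: all positive cells but 1 had a single UMI, in cells deeper than the rest. No paired analysis was possible because the groups share a single replicate number, each has 1 library, and no result comes from a test.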

Other observations

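The Foxo1 ratios over all kept cells and in enteroendocrine-like cells, and the Paneth-like ratios over every deposited barcode and from each cell's own marker score, were planned, and the tests on the share of the Sst, Zg16, Gip and Nts UMIs of Paneth-like cells that lay in 3 cells were set before their values were computed; the other tests in this part were chosen after the results had been seen. Sex was not assigned in the labels, and no test separates the genotype from other differences between the 2 pools.

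Foxo1 was not lower in the library labelled NFKO over all kept cells, with a ratio of 1.07. That differs from the direction the study gives for sorted cells, and the study gives Foxo3 and Foxo4 as unchanged. Sex makeup as the whole cause would need a lower level within male-typed cells, and their ratio was 1.24 (1.01 to 1.53). Counting of transcript ends beyond the deleted part of the gene may leave the count unchanged, and it cannot be told apart from an intact gene with counts per gene alone. A mislabelled library cannot be told apart either: the enteroendocrine-like ratio of 0.825 is that of Foxo3 and Foxo4 as well, and no read over the floxed part was examined.

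The Paneth-like share was lower in the library labelled NFKO, where the study gives an expansion of the goblet and Paneth lineages as a group. The denominators may differ, and the classes were rebuilt here. Several explanations were weighed. If sex makeup were the whole cause, male-typed cells would show a ratio near 1, and theirs was 0.292 (0.124 to 0.588). Typing itself lowered this ratio, because it raised the WT share from 8.76% to 9.99%. In the library labelled NFKO the share was 2.92% of male-typed and 3.84% of female-typed cells, both under 4.61%. The male-typed ratio therefore does not decide on sex makeup. The filter on cells did not create the lower share, since every deposited barcode gave 0.722. The rebuilt names did not either, since each cell's own score gave 0.777. Both values are nearer 1 than the main ratio, so filter and naming could account for part of its size. Loss of cells during dissociation or sorting of 1 library stays open, as does an effect of genotype, and neither was tested.

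Heat shock transcripts were lower in the library labelled NFKO. Hspa1a had 296 CPM in WT and 23.2 in the other library. All 10 genes of a heat shock list were lower in enteroendocrine-like, goblet-like and Paneth-like cells, here called the secretory classes, with median ratios of 0.524, 0.358 and 0.436. A change limited to the secretory classes is argued against by enterocyte-like cells, where the median ratio of the list was 0.537 and 9 of 10 genes were lower beyond counting error. Sex makeup is argued against by male-typed cells, with a median ratio of 0.629 against 0.624 over all kept cells. In tuft-like cells the median ratio was 0.890, with 5 of 10 genes lower. Handling of 1 library cannot be told apart from genotype, because each group is 1 library. It remains a candidate explanation, and the WT library also had the larger share of barcodes over the mitochondrial limit.

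Gip, Sst and Nts were also higher in each class outside the enteroendocrine-like one, but Gcg and Sct were not higher in each. Sct had a ratio of 0.686 (0.598 to 0.788) in tuft-like cells, with 2.06 to 8.98 in the other 5. Gcg had a ratio of 0.484 in cluster 5, and in tuft-like and cycling cells its interval included 1. Gcg was higher in Paneth-like (4.91, 4.33 to 5.57), enterocyte-like (1.53) and goblet-like cells (1.37). Free RNA in proportion to the enteroendocrine-like level, which fell, would not give these rises of Gcg if both libraries held the same amount of it. That amount was not measured, so a larger one in the library labelled NFKO was not excluded. Whether a few cells held most Gcg UMIs of Paneth-like cells was not examined. Free RNA would raise Gip, Sst and Nts in tuft-like cells as well. There their ratios were 2.28, 3.84 and 2.74, with a median of 2.74, so free RNA may account for part of the rise. Without the 3 cells with most, Sst lay between 33.3 and 49.6 CPM in each class outside the enteroendocrine-like one. By the same measure Gip was less even, at 839 CPM in cycling cells and 108 to 197 in the others. Nts lay between 99.3 and 196 CPM. Tuft-like cells were shallower in WT, with a median of 5979.5 UMIs against 14649, and the share of free RNA in a cell depends on its depth, so ratios in this class, that of Sct among them, do not decide the matter alone. Free RNA does not account for Gip in enteroendocrine-like cells themselves, because the tuft-like level was 0.702% of the rise there. For Zg16 in enteroendocrine-like cells the same measure was 436%. The tuft-like level was thus far above the rise, so Zg16 was not spread evenly, and free RNA cannot be told apart from a change within the cells. In Paneth-like cells, droplets that also held another cell may account for most UMIs of Sst and Gip, with 80.4% and 64.5% in 3 cells. For the remaining Paneth-like cells they are argued against, since ratios of 8.39 and 7.19 were left, with the UMIs spread over many cells. They are also argued against for Nts, with 4.74%, where 228 of 244 cells had a UMI. For Zg16, with 28.1%, they are argued against as the whole cause, since all 244 cells had a UMI and a ratio of 18.4 was left without the 3 cells. In cluster 5, 93.3% of the 7366 Sst UMIs labelled NFKO lay in 3 cells.

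For hormone levels in enteroendocrine-like cells, the ratios in male-typed cells were 2.90 for Gip, 0.178 for Gcg and 1.06 for Sst. Sex makeup cannot be told apart from these changes, because 6 male-typed cells labelled NFKO for Gip, and 1 each for Gcg and Sst, held at least 50% of the UMIs. The region of intestine sampled cannot be told apart either, since regional genes did not move together. Gata4, a proximal gene, had a ratio of 0.930 in enteroendocrine-like cells, Pdx1, also proximal, 2.80, and the distal genes Osr2 and Fabp6 0.542 and 0.237. In enterocyte-like cells the distal gene Slc10a2 had a ratio of 2.53 and Fabp6 0.888. Pdx1 was higher in each of 6 classes or clusters, with ratios from 2.80 to 7.33. In Paneth-like cells this rested on 3 WT UMIs (6.02, 1.65 to 32.9), and in tuft-like cells on 1, with an interval that includes 1 (4.02, 0.612 to 170).

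Mptx1 was higher in goblet-like cells of the library labelled NFKO. Male-typed goblet-like cells had 3809 CPM against 49.8 in WT, but 2 of these 74 cells held at least 50% of the UMIs, so sex makeup cannot be told apart. In Paneth-like cells, male-typed ones had 81.8 CPM against 42.6 in WT, from 8 cells labelled NFKO, and sex makeup cannot be told apart there either. Reads shared with Mptx2 would move counts from one gene to the other. The Mptx2 ratio in goblet-like cells was 0.796, from 49.5 to 39.4 CPM. This fall is far smaller than the rise of Mptx1 in CPM, which argues against that. In Paneth-like cells it was 0.438, from 20303 to 8892 CPM, a fall larger than the rise of Mptx1, so there the pair cannot be told apart.

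Gm10260 was nearly missing from WT. Within the library labelled NFKO it was 3.58-fold (3.15 to 4.08) higher in male-typed than in female-typed enteroendocrine-like cells. This is consistent with a difference between the pooled mice, such as a variant of strain carried by some of them, and it may mark ancestry and not genotype at FoxO1. No read sequence was examined.

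Ins2 UMIs were concentrated in cluster 5 of the library labelled NFKO, the cluster that passed the rule for stem-like cells. An even spread of free RNA is argued against by the level per UMI, which was 5.82 times that of the remaining cells. Doublets cannot be told apart: 5 of the 10 UMIs lay in cells with a Scrublet score up to the cluster's median, and 10 UMIs are too few to decide. All 25 insulin-positive cells were female-typed, in a library in which most typed cells were.

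Cells typed as both sexes also check the doublet rule. With doublets kept, 41 cells labelled NFKO were of both types, and 19 of them were among the 340 cells removed. The share of Neurog3-derived cells that the study measured by flow cytometry has no counterpart here, because only sorted cells were profiled.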
